A study of Homo sapiens with 2 samples. Its data were reported in "Coronary artery disease genes SMAD3 and TCF21 promote opposing interactive genetic programs that regulate smooth muscle cell differentiation and disease risk" (2018).

How the data were processed

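SMAD3 binding was measured by chromatin immunoprecipitation sequencing (ChIPseq), in which DNA crosslinked to a protein is pulled down with an antibody, sequenced and searched for regions with more reads than a control. The series lists 2 libraries from human coronary artery smooth muscle cells (HCASMC), which are primary cells, 1 made with a SMAD3 antibody and 1 with nonspecific IgG. A peak list of the SMAD3 library was analysed, and no values of the IgG library were used. The second list holds SMAD3 peaks of A549, an established cell line derived from a human lung carcinoma, which the authors called again from published reads.

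For the HCASMC library, the labels and the methods of the study name quality control with FastQC, trimming with cutadapt, alignment of the read pairs to the human genome build hg19 with BWA, removal of duplicates with Picard and SAMtools, and peak calling with MACS2 at its default settings. HOMER and bedtools are also named in the submitters' processing notes. The A549 reads are described as having gone through comparable steps, and the control used for that list is not given in the sources used here. The methods name input DNA as the background of the HCASMC peaks, whereas the labels name the IgG library, so the background behind the HCASMC fold enrichments is not settled. The labels describe growth in serum, whereas the methods describe starvation and then TGFβ1 before the ChIPseq. Whether the HCASMC had been stimulated with TGFβ is therefore not settled, and this bears on any reading of HCASMC peaks at TGFβ target genes. Peaks were called on 1 library of each cell type, with no pooling and no replicate.

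For each peak the deposited files give a fold enrichment, which is the ratio of the summit pileup to the local background computed by the authors with MACS2. They also give a −log10 q for the summit, and the deposited score was 10 times that −log10 q, truncated to a whole number, in 100.0% of the peaks of both lists. The position of the summit within the peak is deposited as well. All of these are the authors' values. Fold and −log10 q were used only to describe, rank, filter or compare peaks within a list. Total read numbers were not used because the peak lists do not hold them, so the depth of each library is unknown, and a difference in the number or strength of peaks between the lists can reflect depth.

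The coordinates were checked against the GRCh37 reference, the same assembly as hg19, and 0 peaks of either list ran past the end of a chromosome. Genes were taken from the GENCODE annotation supplied for GRCh37, which held 20136 protein-coding genes on the main chromosomes. Peaks on unplaced contigs or the mitochondrial genome (664 in HCASMC and 457 in A549) were kept in overlap counts and left out of annotation, string counts and random placement. This left 29728 HCASMC and 24130 A549 peaks. Windows that ran into assembly gaps were left out of string counts. The reference carries no lower-case repeat annotation. Repeated sequence was therefore called where the 16 bp words within 100 bp of a summit occurred on the main chromosomes a median of at least 20 times. This measure was chosen after the files had been seen. It misses repeats whose copies are absent from the assembly or lie on contigs or the mitochondrial genome.

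Peaks of the 2 lists were counted as shared when they had at least 1 bp in common, and again after 1 kb had been added to either side of each HCASMC peak. The count on the main chromosomes was compared with 1000 random placements of the HCASMC peaks on their own chromosomes, with lengths kept and assembly gaps avoided (one-sided permutation p). A promoter peak had its summit within 1 kb of a protein-coding transcription start site (TSS), and the promoter shares of the lists were compared with a 2-sided Fisher's exact test. Of the other summits, those in an exon of a protein-coding transcript were called exonic, those elsewhere in a coding gene intronic and the rest intergenic. Median fold enrichment of shared and unshared peaks within a list was compared by a 2-sided permutation test with 100000 resamples of the label. Peaks are not replicates, so each p describes these 2 lists and not the cell types.

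HOMER was not installed, so 21 fixed consensus strings were counted on both strands within 100 bp of each summit and in the window centred 1 kb upstream. Discordant pairs of summit and flank were compared with a 2-sided exact binomial test, with Benjamini-Hochberg adjustment over the 21 strings of a list at 0.05. The difference between the lists was tested with Fisher's exact test on the discordant counts. Shares are given with 95% Wilson intervals, which cover counting error only.

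Each peak was assigned to genes by regulatory domains, which span 5 kb upstream and 1 kb downstream of the TSS and extend up to 1000 kb toward the neighbouring domains. For 17 gene lists the number of peaks per Mb of domain was placed as a percentile among 10000 random lists of coding genes of the same size, matched on classes of domain length. Lists in the highest 2.5% were called dense and those in the lowest 2.5% sparse. The setting within 10 kb of the TSS used another measure, the share of members with a peak within 10 kb of their TSS. Its random lists were matched on the number of neighbouring TSSs and not on domain length. Random lists were not matched on how close their members lie to each other, and neighbouring domains can hold the same peak. For lists of clustered genes, such as olfactory receptors, percentiles can therefore be too extreme. The lists were TGFβ signalling components, TGFβ early target genes, smooth muscle contractile genes, extracellular matrix, vascular development, coronary artery disease loci, AP-1 and Hippo, mesenchymal transcription factors, Wnt signalling, focal adhesion and actin, lung epithelium, oxidative stress (NRF2) targets, endothelial markers, leukocyte markers, neuronal genes, ribosomal proteins and olfactory receptors. The vascular development list holds 29 genes put together here, most of which the text of the study names from RNA sequencing of other samples. It is shorter than the study's own list and not a copy of it. The filter the study used for SMAD3 peaks, fold above 5 and −log10 q above 10, was applied where stated.

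Named genes and peaks followed a rule. It took 15 loci that the study names around its binding data, each with its strongest peak by −log10 q within 10 kb of the gene body. From each gene list it took the 3 members with the strongest such peak in HCASMC and the 3 in A549. It also took the 10 autosomal peaks with the highest −log10 q in each list, and the 10 overlapping autosomal pairs whose lower rank within its list was highest. The text gives a selection of these, and genes outside the rule are said to have been chosen after their values were seen.

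The lists, strings, tests, rule and most of the alternatives were set before the data were examined. Those alternatives were the filter applied to both lists, the 5000 strongest peaks of each list, autosomes only, other definitions of overlap, promoter, window and flank, other random placements, shorter domains and other measures of strength. Alternatives without repeated sequence or without promoter peaks were added after seeing the data. A setting that needed a repeat-masked reference had also been chosen and was not run. The statistics of overlap, strings at summits, strength and gene lists were tested on simulated data, and the promoter shares and Fisher's tests were not. With 500 peaks moved onto the other list, the overlap in excess of chance came out at 491.99. A string planted at summits was recovered as a difference of 4.84 percentage points against a true 4.551 over 10000 windows. Of 100 draws with random labels over 29728 peaks, 2 passed p = 0.05 in the permutation test of strength, and 100 did after 1 had been added to the labelled peaks, where the mean difference was 0.993. Random gene lists were called dense or sparse in 6.1% of trials, and lists of 30 genes with 1.5 times the peaks were called dense in 97.0%. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.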

Results

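SMAD3 is a transcription factor that carries transforming growth factor β (TGFβ) signals from the cell surface to the genome, and its gene lies at a coronary artery disease locus. Its binding was mapped by ChIPseq in 1 library of HCASMC, the smooth muscle cells of the coronary artery wall, which gave 30392 peaks. A re-analysed library of A549 lung carcinoma cells gave 24587 SMAD3 peaks and served as the comparison cell type. HCASMC peaks had a median length of 247 bp, a median fold enrichment of 5.83 and a median −log10 q of 6.21. A549 peaks had a median length of 148 bp, a median fold enrichment of 5.31 and a median −log10 q of 5.77. Fold above 5 together with −log10 q above 10 was met by 5752 HCASMC peaks (18.9%) and 5524 A549 peaks (22.5%). With 1 library per cell type there was no replicate, and the read depth of either library is unknown, so every test compares these 2 lists. No values of the IgG library were used, so the share of HCASMC peaks that mark SMAD3 binding was not tested.

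The location of the peaks relative to genes was compared first. SMAD3 summits lay at promoters more often in A549 than in HCASMC. Summits within 1 kb of a protein-coding TSS made up 20.9% of A549 peaks (95% interval 20.4 to 21.4, 5050 of 24130) and 6.7% of HCASMC peaks (6.4 to 7.0, 1990 of 29728). Most HCASMC peaks were intergenic (53.8%) or intronic (37.9%), with 1.6% in exons, and the median distance to a TSS was 67870 bp. In A549, 43.4% of peaks were intergenic, 34% intronic and 1.6% exonic, and the median distance to a TSS was 21434 bp. The difference in promoter share was -14.2 percentage points for HCASMC minus A549, with an odds ratio of 0.271 (2-sided Fisher's exact test, p = 1.0e-300, the smallest value written). It was smaller among strong peaks, at -4.5 points under the filter and -3.3 points in the 5000 strongest of each list. Randomly placed peaks reached promoters in 2.46% of cases for HCASMC and 2.86% for A549. The observed shares were 2.72-fold and 7.32-fold above these (permutation p = 0.001 each, the smallest that 1000 placements can give). In A549 the promoter share was 28.8% among peaks with a −log10 q of up to 5 and 3.1% (1.4 to 6.6) among those above 50. In HCASMC these shares were 9.6% and 9.5% (6.3 to 14.1), with 3.7% between 20 and 50.

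The next comparison asked how many SMAD3 peaks the vascular and the lung cells had in common. Few peaks were shared, 1076 of the HCASMC peaks (3.54%) and 1393 of the A549 peaks (5.67%), yet this was more than chance placement gives. On the main chromosomes 948 HCASMC peaks were shared, against a mean of 116.7 in random placements (95% range 96 to 139), an 8.12-fold excess (one-sided permutation p = 0.001, the smallest possible). With 1 kb added to either side, 1826 HCASMC peaks (6.01%) and 2303 A549 peaks (9.37%) were shared. The count on the main chromosomes was then 1623 against 504.4, a 3.22-fold excess (permutation p = 0.001). Promoters and repeated sequence made up most of the shared peaks. Of the shared HCASMC peaks, 32.2% lay at promoters and 39.9% in repeated sequence, against 5.9% and 13.1% of the HCASMC peaks without a partner. The same shares in A549 were 27.9% and 46.9% of the shared peaks, against 20.6% and 17.8%. Without both kinds of site, as called here, 219 HCASMC peaks were shared, 3.85-fold more than chance. The random placements could still fall on promoters and repeated sequence, where A549 peaks had been removed. Their mean of 56.9 can therefore be too low and the excess too high.

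**Figure D1:**
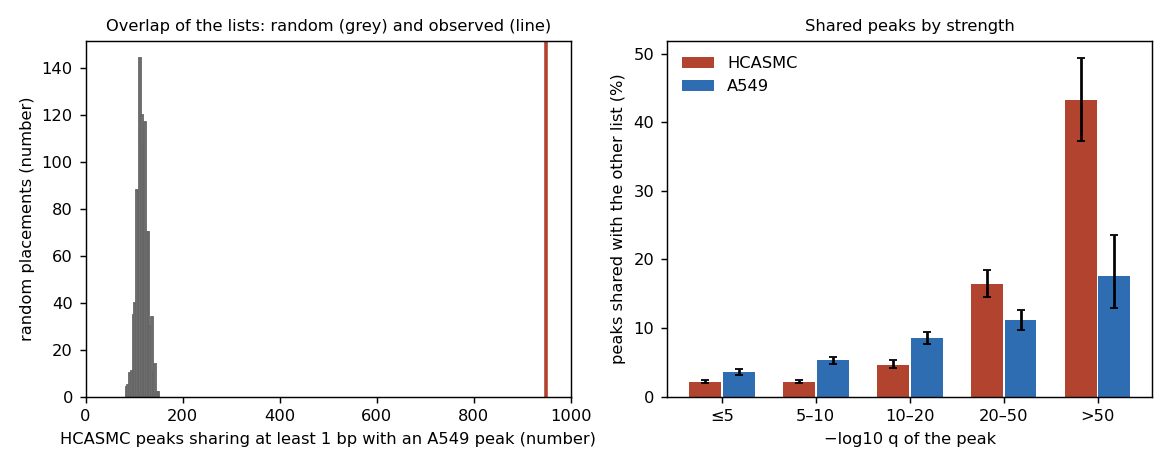
Left, number of HCASMC peaks on the main chromosomes sharing at least 1 bp with an A549 peak in 1000 random placements (grey histogram) and as observed (line at 948). Right, percentage of peaks in each list shared with the other list by −log10 q of the peak, with 95% Wilson intervals as error bars, where the HCASMC share goes from 2.2% in the weakest to 43.2% in the strongest class. Peaks in repeated sequence and on contigs are included on the right.

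Among the overlapping pairs that ranked highest in both lists, a pair upstream of SERPINE1 ranked 9. SERPINE1 encodes plasminogen activator inhibitor 1 and is a classical TGFβ target. The HCASMC peak spanned chromosome 7 from 100760439 to 100761197 (hg19), 9.7 kb upstream of the TSS, with a fold enrichment of 21.3 and a −log10 q of 46.7. The A549 peak there spanned 100760361 to 100761118, with a fold enrichment of 11.2 and a −log10 q of 66.9. The first pair lay on chromosome 21 from 10819315 to 10819820 in HCASMC, in highly repeated sequence 171.3 kb from the nearest coding TSS, that of TPTE. Other pairs of this group lay 15.9 kb from DEFB115, 5.5 kb from MAMDC2 and in an intron of SENP5, and those with ZNF33B or WSB1 as the nearest gene were 492.3 and 356.1 kb away. The HCASMC peaks near DEFB115, MAMDC2, SENP5 and WSB1 were in repeated sequence as called here (510, 510, 32 and 28.5 copies). The HCASMC peaks near ZNF33B and SERPINE1 were under the limit, with 14 and 5 copies. A second shared TGFβ-related site lay near COL1A1, which encodes a chain of type I collagen. Its HCASMC peak spanned chromosome 17 from 48255431 to 48255910, outside coding genes and with SGCA as the nearest TSS, at a fold enrichment of 12.2 and a −log10 q of 20.6. The A549 peak spanned 48255303 to 48256168 at a fold enrichment of 11 and a −log10 q of 51.6.

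Strength was compared between shared and unshared peaks within each list. In HCASMC the median fold enrichment was 6.01 for shared and 5.82 for unshared peaks, a difference of 0.19 that did not pass the test (2-sided permutation p = 0.083). By −log10 q the shared HCASMC peaks were stronger, with a median of 9.85 against 6.11 (permutation p = 1e-05, the smallest that 100000 resamples can give). In A549 the shared peaks had a lower median fold enrichment, 4.59 against 5.35 (permutation p = 1e-05). Their median −log10 q was higher, 8.01 against 5.68 (permutation p = 1e-05), so the direction in A549 depends on the measure. The share of HCASMC peaks found in A549 was 2.2% at a −log10 q of up to 5, 16.5% between 20 and 50 and 43.2% (37.3 to 49.3, 111 of 257) above 50. In A549 these shares were 3.6%, 11.2% and 17.6% (12.9 to 23.5, 35 of 199). All of these shares include repeated sequence and contigs, and 221 of the 257 HCASMC peaks lay on the main chromosomes. They were not counted without repeated sequence. There the median fold enrichment of shared HCASMC peaks was not higher, at 5.82 against 5.92 (permutation p = 0.51).

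Sequence at the summits was then compared with sequence 1 kb upstream. A549 summits were rich in the SMAD string CAGACA, the AP-1 string and the E-box CAGCTG, and HCASMC summits were not. The SMAD string CAGACA was found at 25.14% of 24028 A549 summits (95% interval 24.60 to 25.69) and 12.91% of their flanks (exact binomial p = 4.0e-259). At HCASMC summits it was found less often than at flanks, at 10.97% (10.62 to 11.34) against 12.69% of 29695 windows (exact binomial p = 9.1e-11). The AP-1 string TGASTCA, where S is C or G, is the site of the JUN and FOS proteins that often bind beside SMAD3. It was present at 21.13% of A549 summits and 3.25% of flanks (exact p = 1.0e-300), but at 1.75% of HCASMC summits and 2.73% of flanks (exact p = 6.5e-16). The E-box CAGCTG, the string of TCF21 and related basic helix-loop-helix factors, stood at 12.79% against 8.02% in A549 (exact p = 5.9e-68) and 3.75% against 5.79% in HCASMC (exact p = 3.1e-32). The lists differed for each of these strings, with an odds ratio of 2.7 for CAGACA (Fisher's exact p = 1.0e-173), 2.73 for CAGCTG (Fisher's exact p = 2.9e-89) and 13.34 for AP-1 (Fisher's exact p = 1.0e-300). Among HCASMC peaks that passed the filter, CAGACA was 1.0 percentage points lower at summits than at flanks, which no longer passed the test (exact p = 0.11).

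Of the 21 strings, 5 were more frequent at HCASMC summits than at flanks after adjustment and 7 less frequent. The 5 were the GC-type SMAD sites GGCGCC (3.58% against 1.58%) and GGCGC (8.38% against 6.26%), and the strings of SP (1.30% against 0.39%), FOXA (8.74% against 7.81%) and GATA factors (4.01% against 3.05%). At HCASMC peaks past the filter neither GC-type SMAD site passed the test, with GGCGCC 0.42 points higher at summits (exact p = 0.086) and GGCGC 0.44 points lower (exact p = 0.27). In A549, 17 strings were more frequent at summits. They included those of TEAD factors, the effectors of the Hippo pathway (10.49% against 6.36%), and ETS factors (4.87% against 1.54%). The other 4, those of SRF, NF-Y, GATA and MEF2 factors, were less frequent, but each lost its call in filtered peaks, outside repeated sequence or both. In filtered peaks MEF2 was still at 0.56-fold of flanks (0.53 with all peaks) and SRF at 0.73-fold (0.59). Outside repeated sequence NF-Y was at 0.92-fold (0.8 with all peaks) and GATA at 0.92-fold (0.83). Of the 17 higher strings, the E-box CACGTG (1.12-fold, 1.69 with all peaks) and the CTCF string (1.85-fold, 2.19) lost the call in filtered peaks. Mean GC content was 39.2% at HCASMC summits and 39.6% at their flanks, and 55.0% and 45.7% in A549. At 930 HCASMC summits shared with A549, GGCGC stood at 37.74% against 13.33% (exact p = 1.9e-47) and the ETS string at 5.38% against 1.18% (exact p = 1.5e-07). CAGACA at these shared summits was at 9.14% against 8.28%, a difference not past the test (exact p = 0.55).

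**Figure D2:**
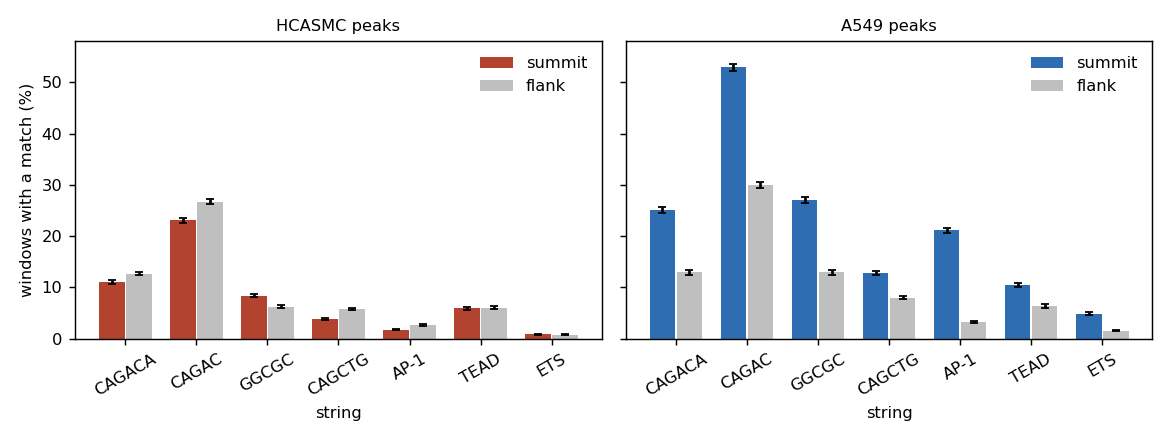
Percentage of windows with a match to each string (y axis) at summits (coloured) and 1 kb upstream (grey) for HCASMC and A549 peaks, with 95% Wilson intervals as error bars. CAGACA, CAGCTG and the AP-1 string stand higher at summits than at flanks in A549 and lower in HCASMC.

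Gene lists were compared to ask which programs SMAD3 peaks crowded around. In A549, 10 of the 17 lists were dense in peaks and 1 was sparse. TGFβ early target genes led, with 28.39 peaks per Mb of domain against a median of 7.94 in random lists, a 3.58-fold excess (percentile 100). Within 10 kb of the gene body, 25 of these 30 genes had an A549 peak. The strongest were near JUNB, an AP-1 subunit (fold enrichment 9.8, −log10 q 77.9), and near BHLHE40, a transcriptional repressor (fold enrichment 10.3, −log10 q 76.5). Focal adhesion and actin genes were 2.92-fold above the random median (percentile 100), with peaks at 32 of 34 autosomal members. These included ITGB5, an integrin subunit with 15 peaks, and ACTN4, an actin crosslinker. TGFβ signalling components were 2.53-fold above (percentile 99.99), led by SKIL, an inhibitor of SMAD proteins, LTBP2 and SKI. AP-1 and Hippo genes stood at 2.18-fold (percentile 99.98), NRF2 targets at 2.36-fold (99.79) and lung epithelium at 2.31-fold (99.57). All 22 autosomal NRF2 targets had an A549 peak, led by ALDH1A1 (fold enrichment 12.4, −log10 q 57.6). The strongest lung epithelium peak was at HNF4A, a transcription factor of endoderm (fold enrichment 12.9, −log10 q 52.8). Extracellular matrix (1.69-fold, percentile 99.07), ribosomal proteins (1.73-fold, 98.49), vascular development (1.67-fold, 98.12) and smooth muscle contractile genes (1.65-fold, 97.64) were also dense. These 4 and the NRF2 targets depended on the setting. Contractile genes lost the call in all 4 settings fixed in advance (percentiles 54.36 to 96.41). NRF2 targets (95.51 and 94.72) and ribosomal proteins (94.22 and 88.30) lost it under the filter and with the 5000 strongest peaks. The excess itself was about as large in strong peaks, since with the 5000 strongest it was 2.20-fold for NRF2 targets, 1.7-fold for ribosomal proteins, 2.02-fold for vascular development and 2.05-fold for contractile genes. Vascular development lost it with the strongest peaks (95.33) and within 10 kb of the TSS (92.73), where extracellular matrix did too (68.72). Coronary artery disease loci (percentile 94.52), Wnt signalling (71.08), mesenchymal transcription factors (66.65), endothelial markers (33.18), neuronal genes (23.78) and leukocyte markers (14.75) lay within the range of random lists. Of these, coronary artery disease loci were dense outside repeated sequence (98.25) and neuronal genes sparse within 10 kb of the TSS (2.33). Olfactory receptors, which are silent in most cells, were sparse at 0.56-fold (percentile 0.00), but not under the filter (17.91) or with the strongest peaks (29.55).

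In HCASMC, by contrast, only olfactory receptors were dense, with 11.86 peaks per Mb against 9.01 (1.32-fold, percentile 99.48), and 0 lists were sparse. TGFβ early target genes were at 10.16 against 9.54 peaks per Mb (percentile 64.88), and 14 of 30 had a peak within 10 kb, the strongest at SERPINE1, CDKN1A and NOX4. TGFβ signalling components were at percentile 34.64 with peaks at 28 of 42 genes. The strongest was in an untranslated exon of SMAD2 on chromosome 18 from 45355799 to 45356159 (fold enrichment 22.9, −log10 q 52.4), followed by introns of TGFB2 and BMPR2. Smooth muscle contractile genes were at percentile 28.99 with peaks at 17 of 31 autosomal genes, led by MYOCD, LPP and MYLK. Extracellular matrix was at percentile 63.44, led by VCAN, which encodes versican (fold enrichment 16.9, −log10 q 57.1), COL1A1 and POSTN. Coronary artery disease loci stood at percentile 88.68 with peaks at 26 of 47 genes, and mesenchymal transcription factors at 69.81 with 16 of 32, both led by TWIST1 and TCF21. AP-1 and Hippo genes were at 67.01, led by JUN and MAFF, vascular development at 60.11, led by MYOCD and FGF7, and focal adhesion and actin at 55.91, led by ROCK1 and PTK2. NRF2 targets were at 95.90, led by ME1, and Wnt signalling at 32.89, led by LRP6 (fold enrichment 22.1, −log10 q 50.4). Lung epithelium (percentile 9.41), endothelial markers (5.64), leukocyte markers (57.34), neuronal genes (83.03) and ribosomal proteins (16.81) were within the range of random lists. Other settings changed some of these calls. NRF2 targets were dense under the filter (percentile 97.80) and with the 5000 strongest peaks (97.81), and leukocyte markers were sparse with 100 kb domains (1.03) and within 10 kb of the TSS (0.24). By the share of members with a peak within 10 kb of the TSS, or without repeated sequence, 0 lists were dense in HCASMC. The difference between the cell types was not tested for these percentiles, and the lists share some members. A difference in TGFβ stimulation between the cells could not be told apart from the cell type.

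**Figure D3:**
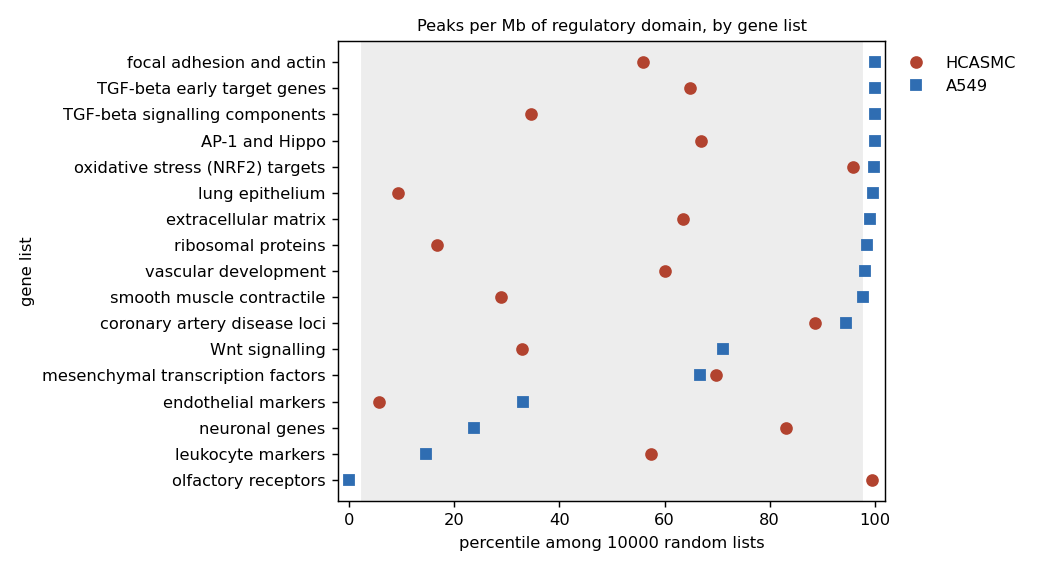
Percentile (x axis) of the peaks per Mb of regulatory domain of each gene list (y axis) among 10000 random lists of equal size, for HCASMC (circles) and A549 (squares). The grey band holds lists called neither dense nor sparse, and 10 A549 lists lie to its right against 1 HCASMC list.

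Filtered HCASMC peaks fell in the regulatory domains of 4767 genes, 23.7% of the 20136 coding genes, and 1841 of these held at least 2 such peaks. The count depends on the assignment, since linking each peak only to the nearest TSS gave 3147 genes and using all peaks gave 11471.

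The loci that the study names were examined one by one within 10 kb of the gene body. TCF21, the transcription factor studied beside SMAD3, had 7 HCASMC peaks and 0 in A549. MYOCD, the coactivator that drives smooth muscle genes, had a strong HCASMC peak on chromosome 17 from 12561308 to 12561661, 7.7 kb upstream (fold enrichment 24.8, −log10 q 57.3), and a weak A549 peak (fold enrichment 4.6, −log10 q 3.1). The contractile genes had weak peaks or none. TAGLN had 1 HCASMC peak (fold enrichment 4.2, −log10 q 2.7) and ACTA2 had 1 (fold enrichment 6.4, −log10 q 7.1), both without an A549 peak. CNN1 had 0 in HCASMC and 1 in A549 (fold enrichment 5.3, −log10 q 5.7), and LMOD1 likewise 0 and 1 (fold enrichment 4.2, −log10 q 2.7). ACTB, an actin gene of all cells, had 0 in HCASMC and 5 in A549, the strongest at a fold enrichment of 10.2 and a −log10 q of 36.6. By PCR after immunoprecipitation the study reported SMAD3 binding at TAGLN and CNN1, and it used a SMAD3 site at ACTB as a control. A missing peak within 10 kb therefore does not show that a gene is unbound. SMAD3 itself had 2 HCASMC peaks, the strongest intronic at a fold enrichment of 6.3 and a −log10 q of 6.4, and 20 A549 peaks, the strongest at 6.9 and 34.5. The TGFβ receptor gene TGFBR1 had 2 HCASMC peaks (strongest −log10 q 5.1) and 1 A549 peak (11), and TGFBR2 had 2 (8.2) and 8 (20.2). CDKN2B, EDNRA and SEMA5A, at coronary artery disease loci, had HCASMC peaks with a −log10 q of 3.6, 5.3 and 6.3 and none in A549.

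Of the 10 strongest autosomal HCASMC peaks, 4 had their summit in an exon and 2 in repeated sequence as called here. Another, on chromosome 9 from 68376536 to 68376886, lay just under the limit with 18 copies. The first covered the start of EEF1A1, which encodes a translation elongation factor, on chromosome 6 from 74229684 to 74231112 (fold enrichment 93.9, −log10 q 457.2). Peaks over coding exons of 3 transcription factor genes were among the 10 strongest. They lay at TWIST1 on chromosome 7 from 19156221 to 19157052 (fold enrichment 49.2, −log10 q 188.6), at TCF21 on chromosome 6 from 134209664 to 134211098 (52.3 and 171.4) and at KLF4 on chromosome 9 from 110249347 to 110250654 (29.9 and 151.2). Another of these peaks lay on chromosome 3 from 156534481 to 156535103, 9.3 kb upstream of LEKR1 (64.5 and 203.1). The 7 peaks at TCF21 included 1 of 1435 bp over the first exon and sequence upstream of it. They also included 1 of 2460 bp from 134214216 to 134216675 over the last exon (fold enrichment 40.9, −log10 q 121.5). Among the strongest A549 peaks, the first lay in an intron of SENP5 on chromosome 3 from 196625582 to 196625816 (fold enrichment 41, −log10 q 186.0). Several others lay at the ends of chromosomes, such as chromosome 1 from 10009 to 10503 (24.9 and 142.3) and chromosome 7 from 9961 to 10288 (30.2 and 123.0).

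**Figure D4:**
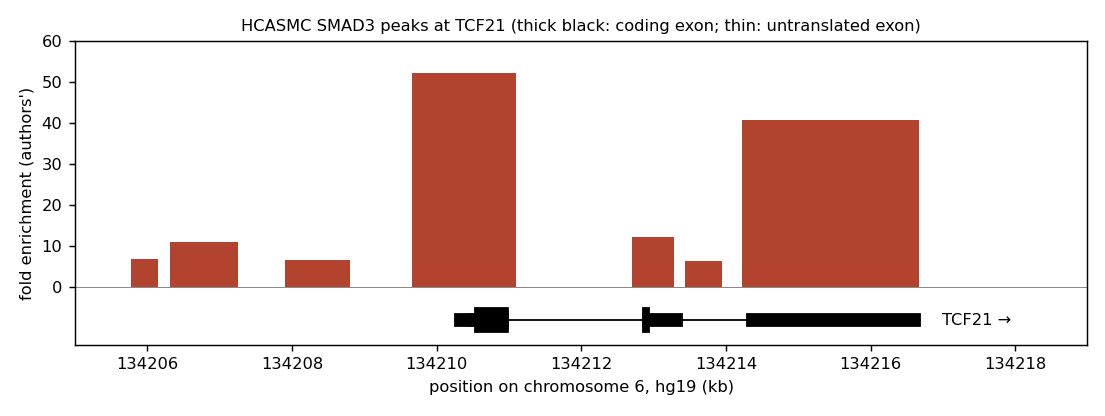
Fold enrichment given by the authors (y axis) of the 7 HCASMC SMAD3 peaks around TCF21, each bar spanning the peak on chromosome 6 in hg19 (x axis, kb), with the exons of the gene drawn in black under the axis. The highest bars, at 52.3 and 40.9, lie over the first and the last exon.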

Values the study reported

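The study gave the number of SMAD3 sites in HCASMC as 30,292 in one place and as 30,392 in another, and counted 24,587 peaks in A549. At an overlap of 1 base pair, it counted 1076 HCASMC peaks and 1393 A549 peaks as shared. These counts rose to 1826 and 2303 once sites had been widened by 1 kb. For the filtered SMAD3 peaks, it counted 4,647 assigned genes.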

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

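The test of weak peaks was chosen after the string counts had been seen, and the tests of summit precision and base composition before their results were seen. The summit-to-flank contrast differed between the lists for the 3 strings named in the design, by Fisher's exact test on discordant windows. The odds ratio of A549 over HCASMC was 2.7 for the SMAD string CAGACA, 2.73 for the E-box CAGCTG and 13.34 for the AP-1 string.

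Weak HCASMC peaks could have diluted the AP-1 string, but at HCASMC peaks past the filter it was still less frequent at summits than at flanks, at 1.54% against 2.67%, a difference of -1.13 percentage points (95% interval -1.67 to -0.59). Imprecise summits are also argued against, since within 400 bp of HCASMC summits the string was at 8.66% against 11.1% in windows 2 kb upstream, a difference of -2.44 points (-2.91 to -1.96). The high GC content of A549 summits does not account for AP-1, which ranked 1 of 200 strings made from its letters with a 6.51-fold excess (highest other 4.26), and is less able to account for CAGACA, which ranked 2 of 60, at 1.95-fold against a median of 1.05, although 1 other string also reached 1.95. For CAGCTG it remains a candidate explanation, because the string ranked 52 of 102, at 1.6-fold against a median of 1.61 for the others. The cell type and the laboratory go together in this design, as would any difference in antibody, depth or TGFβ stimulation. No biological explanation could therefore be tested and these stay open. How specific each pull-down was could not be tested from the lists either.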

How the results depend on the processing

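Of 86 values of the comparisons under another setting, 69 kept their call or, for counts of lists and genes, stayed within 1.5-fold. Among them are HCASMC strength differences of 0.0, which have no direction. The overlap stayed above chance in all 10 other settings, with a 3.85-fold to 35.95-fold excess, and its 1 kb version in all 3. The promoter difference stayed negative in all 7, though it shrank to -4.5 points under the filter and -3.3 with the 5000 strongest peaks, and the AP-1 and CAGCTG contrasts kept their sign and call in all 6 settings of each list. Settings without repeated sequence or promoters were chosen after seeing the data. Their random placements of peaks were not kept out of such sequence, so the overlap excess in them can be too high. In the values that follow the cause was not tested, unless named. Assigned genes numbered 3147 by nearest TSS and 11471 with every peak, both by construction. The strength difference of shared HCASMC peaks became 3.74 with −log10 q as the measure and -0.1 outside repeated sequence (permutation p = 0.51). In A549 it turned to 2.33 with −log10 q. The CAGACA difference at HCASMC summits lost its call at -1.0 points in filtered peaks and at -0.53 in the 5000 strongest, where the difference itself was smaller. Dense HCASMC lists numbered 2 under the filter and 2 with the strongest peaks, when NRF2 targets passed. They numbered 0 by the share of members with a peak within 10 kb of the TSS and 0 outside repeats. Sparse HCASMC lists numbered 1 with 100 kb domains and 1 within 10 kb, both times the leukocyte markers. Dense A549 lists numbered 6 with the strongest peaks, when NRF2 targets, ribosomal proteins, vascular development and contractile genes dropped out by percentile at an excess of 1.7-fold to 2.20-fold, against 1.65-fold to 2.36-fold with all peaks. Sparse A549 lists numbered 0 under the filter, 0 with the strongest peaks and 2 within 10 kb. Of 170 percentiles of single lists under other settings, 149 kept their call, 15 lost it and 6 gained one. The setting with a repeat-masked reference, chosen at the start, was not run, since the reference carries no mask. Depth is unknown, which limits any reading of peak numbers between the lists. No paired analysis was possible because each cell type has 1 library.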

Other observations

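The hypoxia gene list and the tests of hypoxia-factor sites and of construct DNA were chosen after peaks had been seen, and the tests of promoter CpG, ribosomal genes and GC-rich exons before their results were seen. Hypoxia response genes, most of which serve glycolysis, glucose uptake and oxygen sensing, carried filtered HCASMC peaks at their promoters. Of 57 genes, 23 (40.4%) had one, against 1.2% of all coding genes (250 of 20136). The list was prompted by 6 genes with strong peaks, among them SLC16A3, a lactate transporter (fold enrichment 34.4, −log10 q 122.8), and BNIP3, a mitochondrial protein (40.2 and 109.9). Without these 6, 18 of 51 genes (35.3%, 95% interval 23.6 to 49.0) had a promoter peak, among them SLC2A1, LDHA, PDK1, ENO1, GAPDH, ALDOA, TPI1, PFKL, P4HA1 and EGLN1. In A549, 4 of 51 (7.8%) had one, and the difference was not tested. Of 30 TGFβ early target genes, 11 (36.7%) had a promoter peak past the filter in A549 and 1, CDKN1A, in HCASMC. All coding genes stood at 2.4% in A549 and 1.2% in HCASMC, and this difference was not tested either. By filtered peaks per Mb of the whole domain the list was dense in HCASMC (percentile 97.78, 1.85-fold), though not without the 6 genes (96.54, 1.67-fold), and in A549 (99.48). With the 5000 strongest peaks the 57 genes were not dense in HCASMC (97.08), at a 1.94-fold excess. With all peaks it was not dense in HCASMC (71.49) and was in A549 (98.96), while the share of members with any peak within 10 kb of the TSS was at percentile 100 in both, with 33 of 57 in HCASMC and 31 of 57 in A549.

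Strings of 8 bases were also counted outside repeated sequence, without a list fixed in advance. The leading ones at HCASMC summits were GCCGCCGC, at 3.72% of summits and 0.32% of flanks, TAGGGAAA (5.24% against 1.20%) and CCTACCTA (3.74% against 0.45%). At A549 summits the leading one was GTGACTCA, which holds the AP-1 string, at 9.72% against 1.01%.

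For the hypoxia promoters, CpG content is argued against, since random lists matched on it had a median of 2.0% and the list of 51 genes stood at percentile 100. Promoters used in most cells are argued against as well, because 1 of 46 ribosomal protein genes (2.2%) had such a peak (Fisher's exact p = 2.1e-05). A candidate explanation is that hypoxia-inducible or related factors were bound there. Their string ACGTG stood at 36.1% of the 230 promoter summits past the filter and at 5.7% of flanks (exact p = 1.1e-14). It ranked 2 of 24 strings with the same letters and a CG, behind ACGTC (21.3% against 3.0%). Both strands were counted, so a stretch such as GACGTG matches both, and the rank cannot tell them apart. TGCGTG stood at 25.7% against 4.8% there. Strong HCASMC peaks also lay at AHRR (fold enrichment 41.3), CYP1B1 (21.7) and CYP1A1 (11.6). These genes are not on the hypoxia list and were chosen after their values were seen, as was TIPARP, which had 0 peaks. The biology of the cells at harvest was not tested.

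Some of the strongest HCASMC peaks covered whole exons of genes often cloned, or parts used in expression vectors as background knowledge has it, such as the start of EEF1A1 and the 3′ end of GH1 (chromosome 17 from 61993887 to 61994747, fold enrichment 43.6), the latter chosen after its values were seen. The methods of the study also name a TCF21 cDNA plasmid that was brought into HCASMC in its reporter assays. They name a SMAD3 cDNA plasmid in HCASMC as well. SMAD3 itself had only 2 HCASMC peaks, the strongest in an intron (fold enrichment 6.3, −log10 q 6.4). DNA of constructs that carry only a coding sequence, without introns, is a candidate explanation, and the criterion used to test it differed between genes. As the whole cause it is argued against for TCF21 and JUN, where 65.5% and 27.0% of peak bases lay more than 400 bp from a coding base. Among them is the 40.9-fold peak over the last, noncoding TCF21 exon. That peak ran from 134214216 to 134216675 and the exon from 134214293 to 134216691, so it does not bear against constructs with untranslated ends. The peak at the first TCF21 exon, however, began at 134209664, upstream of the annotated start of that exon at 134210251. Another, from 134206311 to 134207259 (11.1-fold), lay wholly upstream of the gene. A spliced TCF21 transcript as annotated does not hold this upstream sequence. For KLF4 the test cannot decide, because its criteria disagree. Filtered peaks covered 76.5% of its coding bases, but 84.1% of peak bases were coding and 0.0% lay more than 400 bp from a coding base. Such DNA could still have added to the peaks at TCF21 and JUN, where peaks covered 100% and 94.5% of the coding bases and 79.3% and 99.6% of peak bases were exonic. For TWIST1 the peak covered 100% of the coding bases, which lie in 1 exon as those of JUN do, so a construct and the genome cannot be told apart there. A pull of GC-rich exons might also account for these peaks, but 1.57% (1.07 to 2.29) of 1654 genes with a long coding exon of at least 65% GC had a filtered peak there, against 0.19% of 5249 genes with long exons of lower GC, which leaves it open, and constructs with untranslated ends, the vector parts and a biological explanation were not tested.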
